A study of Mus musculus with 2 samples. Its data were reported in "High-Dose Voclosporin Protects Against Acute Kidney Injury via Regnase-2-Mediated NGAL MRNA Decay" (2026).

How the data were processed

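Whole-kidney RNA of 2 mice was compared, 1 library per group. The groups were taken from the library names the submitters gave, WT+AKI and TG+AKI. Per the labels, libraries were made with a stranded mRNA kit (TruSeq). The study's methods state that reads were aligned with STAR, counted per gene with HTSeq and normalized with DESeq2. The genome build and gene annotation were not stated, and it was not stated whether the counting used the strand, so overlapping genes may share reads.

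The deposited table gives, for each of 19829 genes, an NCBI Gene ID, a symbol and 1 normalized signal value per library, made by the authors from read counts per gene divided by a library scaling factor. Each value was a whole multiple of the smallest value of its column (100% of values in both libraries), so whole reads were recovered by division. The column sums were 909104 in WT+AKI and 1099984 in TG+AKI. Factors from edgeR's trimmed mean of M-values (TMM) on the recovered reads were 1.10 for WT+AKI and 0.909 for TG+AKI and matched the deposited scaling. DESeq2 size factors on the same reads were 1.14 and 0.879. The values are therefore treated as reads per 1000000 of the TMM-scaled library. Every listed gene had at least 1 read in both libraries, and genes without a row were not analysed here; 59 members of the gene lists had no row. A gene with reads in 1 library only is thus missing from all counts below.

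The tests had been fixed before the data were examined, for values on a scale of normalized counts. On this scale the thresholds are stricter than they would be for counts: a value of 10 stands for 424.0 reads in WT+AKI and 331.2 reads in TG+AKI. The thresholds were kept as written. Genes with a value of at least 10 in at least 1 library (10294) were compared on the log2(value + 1) scale. A gene was counted as changed at a difference of at least 2-fold on that scale. No p-value across genes was computed for the conditions, since genes are not replicates.

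The reads of the 2 libraries were compared gene by gene with a two-sided exact conditional binomial test, given the scaled library sizes, with Benjamini-Hochberg adjustment. This compares the 2 libraries and not the conditions. Ratios carry 95% Clopper-Pearson intervals from the same reads. A library with 3 reads or fewer was taken as at the floor, and a fold against it is given with the floor in place of its reads. Such a fold makes no allowance for counting error and is not a 95% bound. Median changes of 31 gene lists were placed among 10000 random lists of the same size, drawn from 20 bins of mean log2 expression. A list was said to stand apart below percentile 2.5 or above percentile 97.5. For 23 lists at least 3 genes passed the filter and a median was given. Setting values under the floor to the floor changed none of these medians. List symbols were matched by symbol or by synonym through a table of NCBI genes of assembly GRCm38.p6, in which 19780 of the 19829 gene IDs (99.8%) were found. Since the build of the deposited table was not named, no coordinates are given.

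The genes named in the text followed a rule written before the data were examined. They are *Inmt*, the listed members of 4 lists (genes named in the study, Regnases, RNA decay factors and sex-linked genes), the 5 largest absolute changes in each list that stood apart, and the 10 largest and 10 smallest log2 fold changes among genes with a value of at least 100 in the higher library. Genes named outside this rule are marked as such, and 2 genes that the rule selects are not reported here. Gene IDs are NCBI Gene IDs.

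Transcript sequences of GENCODE M21 were used to measure GC content, length and the sharing of 100-base words between genes, taking the longest transcript of each gene. Of the 10294 compared genes, 10205 (99.1%) had a transcript. For the correction by GC content and length, genes were divided into 10 by 10 bins and the median log2 fold change of each bin was subtracted.

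The procedures were tested on simulated data, with Poisson counts drawn at the mean levels of the real genes and 200 genes changed 4-fold. Genes were called there by the 2-fold rule together with an adjusted p-value under 0.05 in the exact binomial test. Over 9825 genes passing the filter, 100% of the changed genes were recovered and 0 unchanged genes were called. With 331.2 reads or more at the filter value, counting error alone hardly gives a 2-fold change, so this outcome was nearly fixed in advance. The simulated counts held no variation between mice. The 95% intervals covered the true ratio for 95.3% of genes, and 4.50% of 200 random lists fell outside percentiles 2.5 to 97.5.

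Alternatives fixed before the data were examined were pseudocounts of 0.1 and 10, scaling to equal column totals, scaling to a median ratio of 1 over genes of at least 100 in both libraries, TMM scaling (trimming 30% of log ratios and 5% of abundances at each end), no filter on low values, a filter of 50, the addition of the exact binomial test to the 2-fold rule, random lists not matched on expression, and lists without genes that belong to another list. Scaling by DESeq2 size factors was added after the data were seen, because the study's methods name it. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.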

Results

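Messenger RNA was sequenced from whole kidneys of mice with acute kidney injury (AKI). One library came from a wild-type (WT) mouse and 1 from a transgenic (TG) mouse that overexpresses *Inmt* in proximal tubules. *Inmt* encodes indolethylamine N-methyltransferase, an enzyme that the study connects with the breakdown of indole-3-acetic acid. The libraries are named WT+AKI and TG+AKI here, and they correspond to the I/R+WT+Voc and I/R+Tg+Voc groups of the study, in which mice received high-dose voclosporin, a calcineurin inhibitor, before ischemia–reperfusion (I/R) of the kidney. The treatment field of both samples states that none was given, whereas the series design names voclosporin, and the table cannot settle this. The comparison addressed how kidney transcripts beyond *Inmt* differed between the 2 genotypes after this injury. With 1 library per group, no difference below has a replicate check, and differences between mice of one group could not be measured. Counting error was therefore the only error that could be given.

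The table listed 19829 genes. The WT+AKI library held 38542764 reads and the TG+AKI library held 36427421 reads. One read corresponded to a normalized value of 0.0236 in WT+AKI and 0.0302 in TG+AKI, and 3 reads, the floor used here, to 0.0708 and 0.0906. Every listed gene had at least 1 read in both libraries. The mitochondrial gene *COX1* took the largest share of reads in both, 4.44% in WT+AKI and 5.66% in TG+AKI. Intervals in brackets are 95% intervals of a ratio from an exact (Clopper-Pearson) binomial interval on the reads of the 2 libraries. Sequencing reads are PCR products without molecular identifiers, so these intervals and the floor cover counting error only. Log2 fold changes are on the log2(value + 1) scale, which understates the change of low genes.

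*Inmt* (gene ID 21743) was examined first, as a check of the labels. Its normalized value was 10.4 in WT+AKI (443 reads) and 402.8 in TG+AKI (13339 reads), a 38.5-fold higher level in the transgenic kidney [35.1 to 42.5]. The log2 fold change was 5.14, the largest rise among the 2179 genes with a value of at least 100 in the higher library. The direction follows the label of a transgenic kidney, although the submitted title of that sample also calls the animal a conditional knockout. A pseudocount of 10 moved this value most, to 4.34.

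Of the 10294 genes with a value of at least 10 in at least 1 library, 591 were at least 2-fold higher and 733 at least 2-fold lower in TG+AKI, so that 44.6% of the changed genes were higher. The numbers depended on the scaling. When both libraries were scaled to the same total, which lowered the median log2 fold change of all compared genes by 0.28, 359 genes were higher and 1141 lower, and the share of higher genes was 23.9%. When the median ratio of well-expressed genes was set to 1, which lowered that median by 0.15, 458 genes were higher and 915 lower, a share of 33.4%. An exact binomial test on the reads, which compares these 2 libraries and not the conditions, gave a Benjamini-Hochberg adjusted p-value under 0.05 for 8275 of the 10294 genes, including all 591 and all 733 genes above. At this depth, the test on reads therefore told most genes apart between 2 kidneys, and it carries no information on variation between mice.

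**Figure D1:**
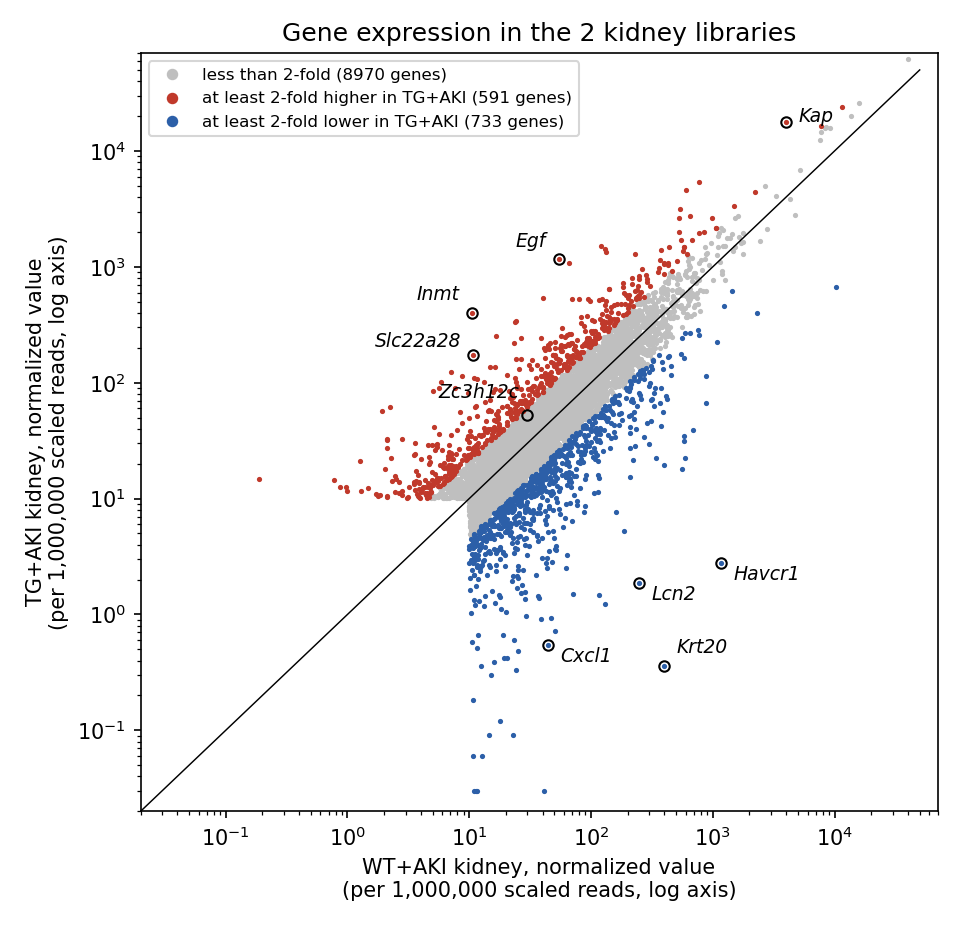
Normalized value (per 1000000 scaled reads) of each gene in the WT+AKI library (x axis, log scale) and in the TG+AKI library (y axis, log scale), for the 10294 genes with a value of at least 10 in at least 1 library; the line marks equal values and circles mark named genes. *Inmt* and *Egf* lie far above the line and *Havcr1*, *Krt20*, *Lcn2* and *Cxcl1* far below it, among 591 genes at least 2-fold higher and 733 at least 2-fold lower in TG+AKI.

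*Egf* and the tubular transporters named by the study were higher in TG+AKI. *Egf* (gene ID 13645) rose from 54.3 to 1159.6, a log2 fold change of 4.39 and a ratio of 21.3 [20.5 to 22.3]. *Slc22a28* rose from 10.8 to 172.9, with a ratio of 16 [14.5 to 17.6]. *Slc22a22* rose from 8.73 to 114.6, with a ratio of 13.1 [11.8 to 14.6]. *Slc7a13* rose from 40.7 to 533.7, with a ratio of 13.1 [12.5 to 13.8]. For *Slc22a28*, 31.7% of the 100-base words of its longest annotated transcript also occur in neighbouring family members, so reads may have been lost or exchanged between these genes and its ratio is uncertain. The other genes among the 10 largest rises were *Gatm* (ratio 16.2 [15.6 to 16.9]), *Hsd3b2* (log2 fold change 3.94), *Ugt2b37* (3.91), *Gm4450* (3.85), *Gm10681* (3.76) and *Hsd3b4* (3.76). *Gm10681* and *Hsd3b4* share 100% of their 100-base words, and *Gm4450* 71.4%, with other genes of the *Hsd3b* family, so the levels of the single members are uncertain.

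The tubular injury markers were lower in TG+AKI. *Havcr1* (KIM-1, gene ID 171283) had a value of 1168.8 in WT+AKI and 2.78 in TG+AKI, from 49554 and 92 reads, a level 420.7-fold lower in the transgenic kidney [343.0 to 522.0]. *Lcn2* (NGAL, gene ID 16819) had values of 249.8 and 1.87, from 10589 and 62 reads, a level 133.4-fold lower [104.0 to 174.1]. On the log2(value + 1) scale the changes were -8.27 and -6.45. *Krt20* fell from 399.2 to 0.362, the latter from 12 reads, with a log2 fold change of -8.20. Other genes among the 10 largest falls were *Sprr1a* (-5.86), *S100a6* (-4.91), *C3* (-4.86), *Fgg* (-4.68), *Akap12* (-4.28) and *Tnfrsf12a* (-4.23).

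Gene lists written before the data were examined were then compared through the median log2 fold change of their members with a value of at least 10 in at least 1 library. Each median was placed among 10000 random lists of the same size matched on mean expression, as a description of these 2 libraries. The injury, TNF, interferon, IL-17 and transport lists cover kinds of genes that the study reported from these same libraries. Their percentiles are therefore not independent support for the study. Without genes that belong to another list, the injury and transport lists had medians of -3.32 and 1.36. The tubular injury list had a median of -3.58 over 19 genes, all lower in TG+AKI, below all 10000 random lists. A pseudocount of 10 moved it most, to -2.48. The TNF and NF-κB list had a median of -2.18 over 16 genes, all lower, again below all random lists. Its largest changes were those of *Cxcl1* (-4.87), *Lif* (-4.64), *Socs3* (-3.66), *Csf1* (-3.24) and *Cxcl10* (-3.09). The interferon list had a median of -1.25 over 20 genes, of which 18 were lower, below all random lists, with *Oasl1* (-2.94), *Ifit1* (-2.26), *Irf7* (-2.20) and *Isg15* (-2.16) next to *Cxcl10*. The IL-17 signaling list had a median of -1.28 over 15 genes, of which 14 were lower, below all random lists. In that list *Fosl1* had 1 read in TG+AKI against 1745 in WT+AKI. Against the floor it was 454-fold lower, and the 95% interval of its ratio reached down to 244.3-fold. *Tnfaip3* changed by -2.14. These inflammatory lists overlap, and 12 of the 24 listed genes of the TNF list and 14 of the 27 of the IL-17 list were also members of another list.

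*Tnf* was listed at 1.04 in WT+AKI (44 reads) and 0.242 in TG+AKI (8 reads), a level 4.30-fold lower with a wide interval [2.0 to 10.6]. *Cxcl1* fell from 44 to 0.544, the latter from 18 reads, a level 81.0-fold lower [51.1 to 136.9]. *Ccl2* and *Il6* were not analysed here.

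The proximal transport list had a median of 1.68 over 26 genes, above all 10000 random lists, with 25 genes higher in TG+AKI. Its 5 largest changes were those of *Slc22a28*, *Slc7a13*, *Slc22a22*, *Slco1a1* (3.19) and *Slc22a30* (3.15). *Slc22a30* shares 24.3% of its 100-base words with other genes, so its level is uncertain. The gene that was lower, *Slc13a1* (-0.91), is named after its value was seen. The peroxisome list had a median of 0.49 over 33 genes, of which 27 were higher, at percentile 99.8 of the random lists. *Hao2* (2.47), *Pecr* (1.81), *Amacr* (1.76), *Dao* (1.66) and *Nudt19* (1.20) changed most in it. The mitochondrial fatty acid oxidation (FAO) list had a median of 0.29 over 20 genes at percentile 80.7, which did not stand apart from random lists, and 0.02 when both libraries were scaled to the same total.

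**Figure D2:**
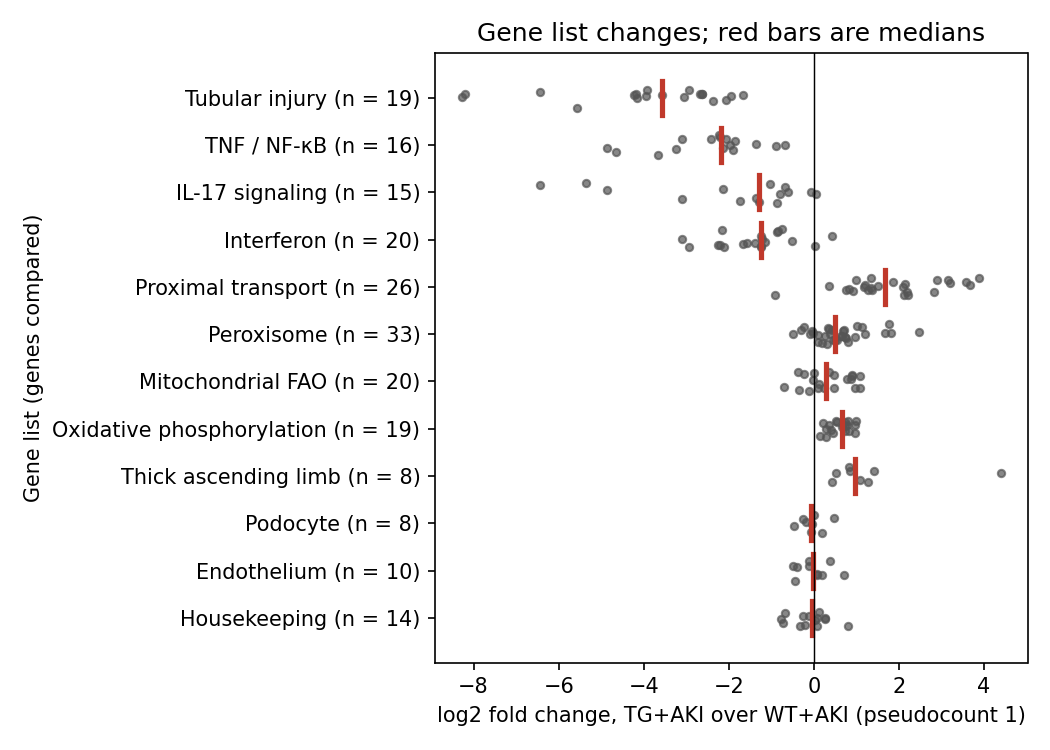
Log2 fold change of TG+AKI over WT+AKI (x axis, pseudocount 1) for each compared gene of 12 gene lists (y axis); each dot is a gene, shifted vertically at random for visibility, and red bars are list medians. The tubular injury list (median -3.58) lies entirely below 0, the proximal transport list (median 1.68) almost entirely above it, and the podocyte, endothelium and housekeeping lists centre near 0.

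Among genes of mitochondrial and peroxisomal function that the study examined, *Acadm* rose from 438.2 to 813.7 (ratio 1.86 [1.82 to 1.89]), *Ppargc1a* from 53.5 to 106.3 (ratio 1.99 [1.88 to 2.09]) and *Cat* from 638.3 to 1041.1 (ratio 1.63 [1.61 to 1.66]). *Abcd3*, which encodes the peroxisomal membrane protein PMP70, was lower at 437.3 and 370.7 (ratio 0.848 [0.828 to 0.867]). The intervals exclude 1 for these genes, and *Abcd3* (log2 fold change -0.24) was lower under every scaling tried.

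The Regnase genes encode RNA-degrading enzymes whose expression the study compared. *Zc3h12a* (Regnase-1) was listed at 8.30 in WT+AKI and 2.69 in TG+AKI, a level 3.09-fold lower [2.44 to 3.94]. *Zc3h12b* (Regnase-2) was listed at 1.49 (63 reads) and 1.75 (58 reads). Its ratio of 1.18 [0.811 to 1.71] did not differ from 1 beyond counting error, and it was 0.974 when both libraries were scaled to the same total. *Zc3h12c* (Regnase-3) had the highest values of the family, not divided by transcript length, at 29.9 and 53.0, a ratio of 1.77 [1.65 to 1.90]. *Zc3h12d* (Regnase-4) was listed at 3.42 and 2.23, a ratio of 0.653 [0.487 to 0.870]. Only *Zc3h12c* reached a value of 10, so no list median was computed for the family.

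Transcripts of 4 other RNA decay factors were listed in both libraries. *Zfp36* (TTP) had values of 83.4 and 46.4, a level 1.80-fold lower in TG+AKI [1.69 to 1.91]. *Hnrnpd* (AUF1) had values of 68.9 and 59.2 (ratio 0.858 [0.810 to 0.909]). *Tia1* had values of 36.7 and 38.6 (ratio 1.05 [0.976 to 1.13]) and *Upf1* 50.2 and 53.4 (ratio 1.06 [0.998 to 1.13]), and for both of these the interval included 1 and the direction changed with the scaling. The list of these 4 genes had a median of -0.07 at percentile 31.1.

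**Figure D3:**
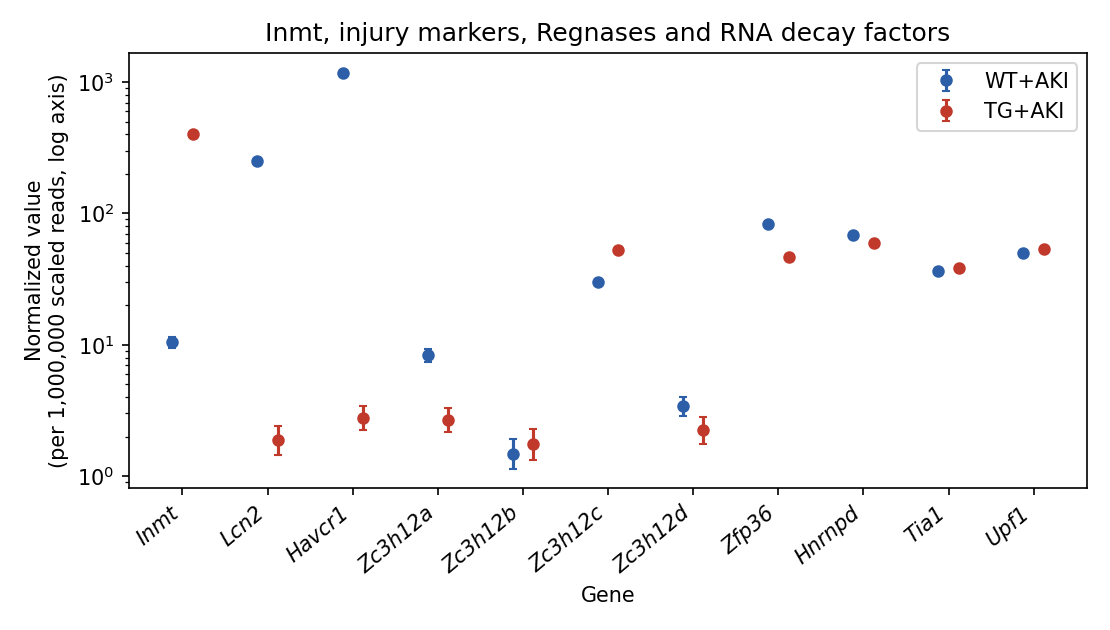
Normalized value (per 1000000 scaled reads, on a log y axis) of *Inmt*, 2 injury markers, the Regnase genes and 4 RNA decay factors (x axis) in the WT+AKI (blue) and TG+AKI (red) libraries, 1 library each; bars are exact 95% Poisson intervals of the reads and are smaller than the symbol where not visible. *Zc3h12b* is the lowest of the Regnase genes in both libraries, at 1.49 and 1.75.

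Other lists were examined as descriptions of tissue state and composition. Tryptophan and indole metabolism genes had a median of 1.42 over 12 genes, above all random lists, with *Inmt*, *Acmsd* (3.10), *Kynu* (2.34), *Aadat* (1.96) and *Afmid* (1.51) changing most. *Afmid* shares 59.3% of its 100-base words with another annotated gene, so its level is uncertain. Oxidative phosphorylation genes had a median of 0.67 over 19 genes at percentile 99.2, all higher in TG+AKI, with *Cyc1* (0.99) first, followed by *Sdhb* (0.97), *Ndufs1* (0.96), *Uqcrc2* (0.82) and *Sdha* (0.81). Fibrosis and matrix genes had a median of -1.28 over 12 genes, below all random lists, led by *Col1a1* (-2.01), *Col3a1* (-1.91), *Lox* (-1.85), *Vim* (-1.61) and *Tnc* (-1.34). Macrophage genes had a median of -1.39 over 9 genes at percentile 0.14, with *Cd68* (-3.99) and *Itgam* (-3.35) falling most. *Itgam* shares 71.0% of its words in the same way and is uncertain too. Proliferation genes had a median of -0.57 over 4 genes at percentile 10.02. Housekeeping genes had a median of -0.04 over 14 genes at percentile 13.1. Thick ascending limb genes had a median of 0.96 over 8 genes, all higher, at percentile 99.9, and collecting duct genes a median of 0.50 over 10 genes at percentile 99.7. Podocyte genes (median -0.06, 8 genes, percentile 33.1) and endothelial genes (median -0.02, 10 genes, percentile 31.7) did not stand apart. The list of genes named in the study, 14 of whose 16 members were listed, had a median of 0.89 over 13 genes at percentile 99.9, and it holds genes the study picked from these libraries.

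The Y-linked genes *Ddx3y* (66.4 and 72.8), *Kdm5d* (22.6 and 27.6), *Uty* (33.3 and 35.4) and *Eif2s3y* (72.4 and 72.4) were present at near-equal values in both libraries. Their median log2 fold change was 0.11 at percentile 65.5, and its sign changed when both libraries were scaled to the same total.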

Values the study reported

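The study gave voclosporin at 30 mg/kg daily for 2 weeks, from 8 to 10 weeks of age, in groups of 8 mice. It induced bilateral ischemia of the kidneys for 30 min in mice that were 14 weeks old.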

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

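*Inmt* kept its direction under all 6 alternatives tried for single genes, with log2 fold changes between 4.34 and 5.26. It moved by more than counting error to 4.34 with a pseudocount of 10, to 4.88 with equal column totals and to 5.002 with a median ratio of 1.

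The number of genes at least 2-fold changed depended most on the scaling and on the treatment of low values. With a pseudocount of 10, 372 genes were higher and 408 lower in TG+AKI. With equal column totals, 359 were higher and 1141 lower. With a filter of 50, 374 were higher and 295 lower, so that 55.9% of the changed genes were higher. That filter compares fewer genes (4369). Without a filter on low values 1150 genes were lower, over 19829 genes compared. All 359 and all 372 higher genes were among the 591 of the deposited scaling, and the 1141 lower genes included all 733. The counts stayed within 1.5 times of those reported under the other alternatives. TMM scaling could move nothing, because the deposited values already carry it, and the addition of the exact binomial test removed none of the 591 and 733 genes.

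Of the 23 list medians, 17 kept their direction and their side of the percentile limits wherever they could be computed. With a filter of 50 the TNF and NF-κB list had a median of -2.08, at percentile 2.58, just inside the range of random lists, from fewer genes. Against random lists not matched on expression, the mitochondrial FAO list (median 0.29) lay at percentile 98.6, outside the range. The cause of the second change was not tested. The sex-linked list changed sign, to -0.16 with equal column totals and -0.033 with a median ratio of 1. The podocyte list changed sign with a filter of 50, to 0.19, at percentile 59.0. The liver list had a median of 0.00422 without a filter on low values, against -2.09 over 4 genes with it, because 3 further genes of low value enter. The proliferation list (without a filter) and the liver list (with a filter of 50) changed their side of the range without a change in direction. With a filter of 50 no median could be given for 5 lists, the interferon and macrophage lists among them, and without shared genes none for the list of genes named in the study.

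Of the 95 single genes named by rule, 89 kept their direction under all 6 alternatives. With equal column totals the direction changed for *Ddx3y* (-0.14), *Tia1* (-0.20), *Upf1* (-0.18), *Uty* (-0.18) and *Zc3h12b* (-0.023). With a median ratio of 1 it changed for *Ddx3y* (-0.011), *Tia1* (-0.070), *Upf1* (-0.055) and *Uty* (-0.054). With DESeq2 size factors, added after the data were seen, it changed for *Eif2s3y* (0.015). These values follow from the shift of all genes by 1 factor. A pseudocount of 10 moved 70 of the 95 genes by more than counting error and equal column totals moved 68.

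The depth limits the Regnase comparison. With 63 and 58 reads for *Zc3h12b*, a ratio anywhere from 0.811 to 1.71 could not be told from the observed one by counting alone. For genes at the floor in 1 library, such as *Fosl1*, the fold is given against the floor and its size is uncertain.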

Other observations

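Of the 13 tests below, 6 were written before their result was seen (GC content and length for both lists, germ cell transcripts, the sharing of *Rbmy* sequence, TMM factors and DESeq2 size factors), and 7 were chosen only after the result was seen. For germ cell transcripts the prediction came first, but the value that is used was chosen later.

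The tubular injury genes were lower and the tubular transport genes higher in the TG+AKI kidney. The values argue against GC content and transcript length as the whole cause. After the median of genes of the same GC content and length was removed, the injury list kept a median of -3.65 and the transport list one of 1.79. The medians of the 100 bins themselves ranged only from -0.20 to 0.16. More cortex in the TG+AKI piece would raise podocyte genes, but the podocyte list did not stand apart (median -0.06) and so showed no sign of it. More cortex would also lower genes of the thick ascending limb. That list had a median of 0.96 and the collecting duct list one of 0.50. These medians cannot decide the question, since tubular genes, such as *Egf* in the thick ascending limb list, may also differ with the severity of injury. One common change in the share of proximal tubule cells would move all transport genes by the same factor. The interquartile range of their log2 changes was 1.49, from 1.18 to 2.67, and *Slc13a1* fell, which argues against such a change as the whole cause. A milder injury in the transgenic kidney is the explanation that the design names, and it stays open beside a difference between 2 single mice in the severity of ischemia, which 1 library per group cannot measure.

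*Inmt* rose more than the other genes of high value. A candidate explanation besides the transgene is tubular state, since many proximal tubule genes were lower in the WT+AKI kidney. *Inmt* exceeded the transport gene with the largest rise, *Slc22a28*, by 1.26 on the log2 scale. The 2 explanations cannot be told apart here, because no uninjured kidney and no read sequence of the transgene was analysed.

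Near-identical genes of the *Rbmy* family are placed on chromosome Y in GRCm38.p6 and are known from germ cells, and they differed many-fold between the libraries. They were singled out after their values were seen. The 9 listed copies had values from 2.64 to 12.8 in WT+AKI (3587 reads in all) and 1 to 2 reads each in TG+AKI (13 reads in all). For *Rbmy* itself the level in TG+AKI was 121-fold lower against the floor, without allowance for counting error. A female against a male kidney would lower the other Y-linked genes too, but their median log2 fold change was 0.11. Testis RNA in the WT+AKI library would raise other germ cell transcripts. The 15 listed genes of a germ cell list of 40 had a median value of 0.425 in WT+AKI, but genes with reads in only 1 library have no row, so transcripts found in WT+AKI alone would be missed. Together with the list fixed earlier, 18 of 51 such genes other than *Rbmy* were listed. Of these, 12 were higher in WT+AKI, 6 of them beyond counting error, and 6 were lower, 2 of them beyond counting error. The ratio of summed reads, WT to TG, and the largest excess in WT+AKI (0.658, *Sycp3*) were also looked at, and neither decides the question. Testis RNA in the WT+AKI library therefore stays open. A median of 100% of a copy's 100-base words occurs in another copy, so the number of expressed copies cannot be told apart from reads shared among them. A sequence difference of the Y chromosome between the 2 mice, or expression of the family in the injured WT kidney, may explain the difference, and neither was tested.

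The scaling of the deposited table may matter to anyone who reuses it. Its column sums were matched by TMM factors from the recovered reads, at a log2 distance of 0 to 4 decimals, whereas DESeq2 size factors, which the methods name, lay 0.0164 away. The 2 scalings differ little here.

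Mitochondrially encoded transcripts took 13.7% of reads in WT+AKI and 19.3% in TG+AKI. All 13 protein-coding genes among them were higher in TG+AKI, with log2 fold changes from 0.55 to 1.41, while the ribosomal genes *mt-Rnr1* and *mt-Rnr2* were lower (-0.47 and -0.40); these genes were named after their values were seen. The values argue against scaling between the libraries as the whole cause, since the median over the 22 compared mitochondrial genes was 0.90 as deposited and 0.62 when both libraries were scaled to the same total. Differences in RNA quality or in poly(A) selection between the 2 samples were not tested and stay open beside a difference in mitochondrial content of the tubules.

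The study reported a marked rise of Regnase-2 expression in voclosporin-treated transgenic kidneys. For that comparison its text and legend name no method. Another legend names real-time PCR of renal Regnase-2 mRNA in WT mice, with higher levels after voclosporin and lower levels after I/R. In transgenic kidneys after I/R, Regnase-2 was stained by immunofluorescence, and the study describes its expression as preserved. Whether Regnase-2 mRNA (*Zc3h12b*) was at least 2-fold higher in TG+AKI was therefore tested. The upper 95% bound of the ratio was 1.71 and stayed under 2 under every scaling tried, so a rise of that size was not seen between these 2 libraries. Neither a rise without I/R nor a rise in proximal tubule cells diluted in whole kidney RNA was tested. The study reported that TTP, AUF1, TIA-1 and UPF1 transcripts were not found by PCR in WT kidneys. Here *Zfp36*, *Hnrnpd*, *Tia1* and *Upf1* each had a higher value in WT+AKI than every Regnase gene. These values are not divided by transcript length, so they show that the transcripts were present and do not rank abundance between genes. The study names no I/R or voclosporin for those PCR kidneys, whereas WT+AKI is an injured kidney, so the conditions may differ.

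Male-biased kidney genes were higher in TG+AKI, with a median of 2.14 over 9 genes, above all random lists. *Kap* rose from 3958.2 to 17611, and *Cyp4b1* (2.55) and *Cyp2j13* (2.14) rose as well. A lower androgen response in the WT+AKI kidney would raise male-biased genes and lower female-biased genes in TG+AKI. The 3 female-biased genes had a median of 1.67 at percentile 99.5, with *Prlr* (2.24) and *Slc7a12* (1.67) higher and *Cyp4a14* (-0.61) lower. With 3 genes that moved both ways, and with 2 of the 9 male-biased genes in another list, lower androgen response cannot be told apart from a general loss of tubular transcripts in the WT+AKI kidney.

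In lists of other cell types, the highest value in either library was 3.28 for neutrophil genes (3 listed), 1.20 for T cell genes (9 listed), 3.80 for B cell genes (8 listed), 2.48 for adrenal cortex genes (2 listed) and 7.82 for skeletal muscle genes (2 listed). The last was that of *Pvalb* in TG+AKI, with 259 reads against 12 in WT+AKI. The other muscle gene, *Mylpf*, was listed at 0.826 and 0.634. Both are named after their values were seen. The kidney itself can express some members of these lists, so *Pvalb* is no sign of muscle by itself. The adipocyte gene *Fabp4*, which endothelial cells also express, was listed at 49.3 and 36.9. The liver list had a median of -2.09 over 4 genes, below all random lists, from *Fga* (-4.10), *Fgb* (-3.67) and *Serpina1a* (-0.51) against *Ttr* (1.68). *Serpina1a* shares 49.9% of its 100-base words with other genes, so its level is uncertain. *Alb*, among the most abundant liver transcripts and named after its value was seen, was listed at 0.802 and 8.27.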
